A study of Mus musculus with 18 samples. Its data were reported in "Role of TGFβ1 and WNT6 in FGF2 and BMP4-driven endothelial differentiation of murine embryonic stem cells" (2021).

How the data were processed

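Gene expression was measured with Illumina MouseWG-6 v2.0 bead arrays, which carry 1 fluorescent signal per sample, in 18 cultures collected on day 3. The cultures fall into 6 groups of 3 replicates: murine embryonic stem (ES) cells grown on the PA6 stromal line (ES/PA6 co-cultures) and PA6 cells alone (PA6 mono-cultures), each without growth factors (-GFs), with FGF2 at 20 ng/ml or with BMP4 at 10 ng/ml. Groups, replicate numbers, doses and day were taken from the labels. The study's methods name a lower BMP4 dose for cultures on slides, and the dose of the labels is used here. The authors prepared biotin-labelled cRNA, hybridised it to the arrays and read out 1 intensity per probe. The deposited intensity values are non-normalized bead summaries on a linear scale, from 55.5 to 72879, and each comes with a deposited detection p-value that compares the probe with the negative control beads of its array. The table holds 45281 probes. A further 5 stray lines after its end, whose cells are shifted into other columns, were left out. Every column was matched to a sample by its name.

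No counts lie behind the values, and the number of arrays limits the precision: with 3 arrays per group, a permutation of 3 against 3 cannot give a p below 0.1, so the tests rest on a model that pools the spread over all groups and genes. Between 17125 and 20412 probes per array had a detection p under 0.05. No 2 arrays held identical values (0 identical pairs).

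Background was corrected and the arrays were normalized by the neqc method of limma 3.58.1 in R 4.3.3. It fits a normal-exponential model with the mean and spread of the negative controls inferred from the detection p, adds an offset of 16, quantile normalizes the arrays and takes log2. The study's methods name the cubic spline of the scanner software in place of this step. Fold changes of dim genes are understated by the offset. Probes with a detection p under 0.05 on at least 3 of the 18 arrays were kept (22987 probes). As in the study's methods, the probe with the largest mean over all arrays stood for its gene, which left 16446 genes, 4561 of them with more than 1 kept probe. Gene names are those of the array table and can be old. Matched to symbols and synonyms of the mouse annotation of assembly GRCm38.p6, 13229 of the 16446 names had a current symbol, and positions in the genome were not used. A gene not detected on any of the 3 arrays of a group has only a bound there. Its fold is written as "at least", from the mean of the brighter group against the mean, over the dim arrays, of the higher of the array's lowest detected value and the probe's own value.

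A single limma fit (lmFit, contrasts.fit, eBayes) of 6 group means on all 18 arrays gave every comparison, so that the groups share 1 estimate of the spread. The SEs printed below rest on that shared estimate. For a gene that varied more in the co-cultures than in the mono-cultures, the SE and p of a co-culture comparison can be too small. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change over 1, the thresholds of the study's methods. Adjusted p-values printed below are from this fit unless another is named. The difference of a growth factor's effect between the culture types was tested as an interaction contrast in the same fit. Genes called in both culture types were counted by sign beside the mean that a hypergeometric draw gives. The correlation of the FGF2 and BMP4 changes within a culture type is across genes, which are not independent replicates, and shares the -GFs arrays. It was set beside 100 simulated draws of unchanged groups that keep the residual covariance between genes, as estimated from the 9 arrays. The simulated arrays were independent of each other, so covariance between arrays of the same replicate number was not kept. The number of calls under other splits of the arrays was counted too (10 splits of 3 against 3, and 100 drawn splits for the interactions).

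The genes named were chosen by a rule written before the data were examined. A fixed list of 48 genes is reported whatever its values. It covers TGFβ and WNT signalling, endothelial and mesodermal genes, transcripts the study measured by PCR, BMP and FGF response, and pluripotency and neural genes. Part of it had been chosen by the study on these samples. The list has 41 tested genes. In each comparison with -GFs, the 5 largest rises and the 5 largest falls were added among called genes whose 3 treated arrays all lay beyond the 3 control arrays, a separation that chance gives to 10% of genes.

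The replicate numbers were checked as a pairing. Deviations from the group means correlated at 0.325 to 0.521 in all 9 same-numbered pairs of the ES/PA6 co-cultures, so the numbers pair those arrays. The labels also describe each biological replicate as 1 well per condition. In the PA6 mono-cultures the 9 correlations ran from 0.0628 to 0.164, and in the 27 same-numbered pairs across culture types from -0.0248 to 0.175. The study's methods name no block, so the fit has none, and a fit with the replicate number as a block within each culture type was an alternative.

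Other alternatives fixed before the data were examined were quantile normalization without background correction, a cubic spline written after the study's methods, median scaling after neqc background correction, detection on at least 1 array, on all 18 or no filter, every probe by itself, only the arrays of the culture type or groups compared, eBayes with trend and robust, array weights, an adjusted p under 0.05, no fold change threshold and leaving out each array in turn. A block shared by both culture types and quantile normalization inside each culture type were added after the data had been seen. The fit was tested on simulated data made with the means and spreads of the 16446 genes and 200 changed genes at a log2 fold change of 1.5. Each simulated gene had the same spread in all 6 groups. The recovered shares and false calls therefore do not cover genes whose spread differs between groups or culture types. In ES/PA6 co-cultures it recovered 93.5% of them for FGF2 vs -GFs, 97.5% for BMP4 vs -GFs and 96% for FGF2 vs BMP4. In PA6 mono-cultures it recovered 94% for FGF2 and 97.5% for BMP4, and for ES/PA6 vs PA6 96.5%. For the FGF2 and BMP4 interactions it recovered 82.5% and 79%. False calls numbered from 2 to 12. With simulated differences between replicate sets, the recovered share for FGF2 in the co-cultures was 88.5% without and 98% with the block. The spline returned a distorted copy of 1 array of 45281 probes to a median difference of 3.18e-10 on the log2 scale.

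For the closing observations, 6 gene lists were written by hand after a first look at the data and before their own tests: naive pluripotency, primed pluripotency, early neural, STAT3 response, adipocyte and sterol synthesis genes. They hold 77 genes, 64 of them tested, with 0 genes shared by 2 lists and 6 genes that are also in the fixed list. Each was tested with camera (preset correlation) and fry of limma in the 4 comparisons with -GFs, and adjusted over the 24 tests.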

Results

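The study asked which signals direct mouse ES cells toward endothelium when FGF2 or BMP4 is added to their co-culture with PA6 cells, a bone marrow stromal line that supports differentiation in serum-free medium. The 18 arrays analysed here are from day 3, with 3 replicates in each of 6 groups: ES/PA6 co-cultures and PA6 mono-cultures, each without growth factors (-GFs), with FGF2 (20 ng/ml) or with BMP4 (10 ng/ml). The PA6 mono-cultures received the same treatments and show the stromal response by itself. Between 19365 and 20412 probes were detected on the co-culture arrays and between 17125 and 18391 on the mono-culture arrays. The median raw signal per array was 115 to 159. Normalized arrays of the same group correlated across genes at 0.981 to 0.989 in the co-cultures and 0.989 to 0.992 in the mono-cultures, and arrays of different culture types at 0.799 to 0.865. The first principal component, with 82.2% of the variance, separated co-cultures from mono-cultures.

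The first comparison asked what FGF2 changed in the co-cultures. Of 16446 genes, 550 were called for FGF2 vs -GFs in ES/PA6 co-cultures, 352 higher and 198 lower, and 2924 had an unadjusted p under 0.05. Of the 550 names, 441 matched a current symbol, and these stood for 437 distinct genes. The alternatives moved the count between 125 genes, with detection required on all 18 arrays, and 1489 genes, with no fold change threshold.

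**Figure D1:**
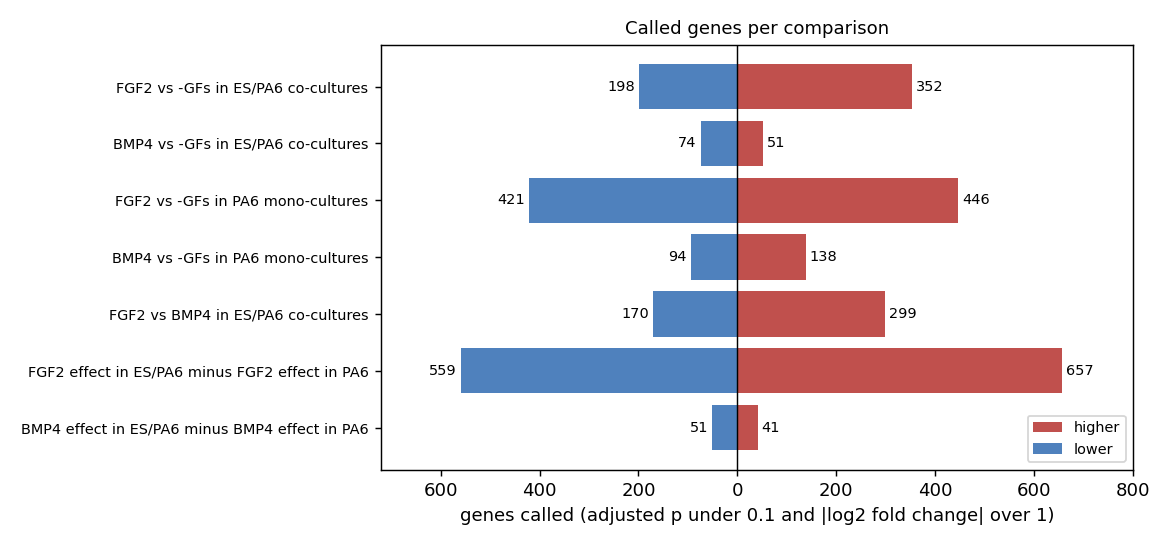
Numbers of genes called higher (right) and lower (left) in each comparison, at an adjusted p under 0.1 and an absolute log2 fold change over 1, from 3 arrays per group. FGF2 changed more genes than BMP4 in both culture types, with 550 against 125 genes in the co-cultures and 867 against 232 in the mono-cultures.

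The largest rises under FGF2 in the co-cultures were in SERPINA3N (probe ILMN_1246800), LOC100046802 (ILMN_2653725), AQP3 (ILMN_2991272), BTC (ILMN_2734097) and TNC (ILMN_2463181). SERPINA3N, a secreted protease inhibitor, went from 8.24 ± 1.39 (SD, n = 3, log2 intensity) to 12.36 ± 0.711 (SD, n = 3), a log2 fold change of 4.11 ± 0.537 (SE) with an adjusted p of 2e-04. The log2 fold changes of the other 4 were 3.26, 3.09, 3.04 and 2.92. The 4 kept probes of TNC did not move alike: their changes were 2.92, 2.68, 1.29 and 0.22. The largest falls were in FGF5 (ILMN_2642743), EAR2 (ILMN_2925653), GRM6 (ILMN_3162125), 7420416P09RIK (ILMN_3162257, now VRTN) and INMT (ILMN_1231445). FGF5 fell by 4.17 ± 0.26 (SE) on the log2 scale, from 10.44 ± 0.411 to 6.27 ± 0.706 (SD, n = 3), with an adjusted p of 1.88e-07, and was detected on 2 of the 3 FGF2 arrays. The changes of EAR2 and INMT were -3.35 and -3.12. GRM6 and 7420416P09RIK were not detected on any of the 3 FGF2 arrays, where they were at least 5.79-fold and at least 5.98-fold lower (adjusted p of 9.02e-06 and 9.7e-07). All 10 of these calls held under every alternative that tested the gene and without any 1 array.

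Of the 41 tested genes of the fixed list, 7 were called for FGF2 in the co-cultures. Adjusted over the list alone, 8 passed both thresholds. Part of the list was chosen by the study on these samples, so that count is not independent evidence. Among the transcripts measured by PCR, TBX3 rose by 2.75 ± 0.213 (SE) on the log2 scale from 8.15 ± 0.383 to 10.91 ± 0.207 (SD, n = 3; adjusted p 1.08e-06), with 1.41 at its second probe. SEMA7A rose by 2.40 ± 0.468 (adjusted p 0.00509) and ACE by 2.10 ± 0.267 (adjusted p 0.000164). SPP1 rose by 1.95 ± 0.586 from 12.18 ± 0.828 to 14.13 ± 0.543 (adjusted p 0.0613), and NANOG by 1.25 ± 0.335 from 12.47 ± 0.553 to 13.72 ± 0.382 (adjusted p 0.0345). ZFP42, a pluripotency gene, rose by 1.19 (adjusted p 0.0491), and SNAI1 by 1.16 (adjusted p 0.0964), with 0.31 at its other probe. In the fit without a block, the last 4 calls rested on single arrays. Without -GFs replicate 2, none of the 4 was called, at 1.59 for SPP1, 0.93 for NANOG, 0.97 for ZFP42 and 1.27 for SNAI1. Without FGF2 replicate 1, none was called either, at 1.64, 1.19, 1.10 and 0.98. SPP1 was also lost without -GFs replicate 3 (1.86) or FGF2 replicate 2 (2.05), SNAI1 without the same arrays (0.86 and 1.01), ZFP42 without FGF2 replicate 2 (1.12) and NANOG without FGF2 replicate 3 (1.10). With no filter on dim probes, with trend and robust or at an adjusted p under 0.05, SPP1 and SNAI1 were not called. SNAI1 was also lost with detection on at least 1 array and with only the co-culture arrays. TBX3, SEMA7A and ACE were called without any 1 array. With the replicate block within each culture type and all arrays kept, SPP1, NANOG, ZFP42 and SNAI1 were all called. Their adjusted p-values in that fit were 0.00768, 0.000467, 0.0647 and 0.000927.

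TGFB1, the ligand of the TGFβ pathway, has 1 kept probe (ILMN_2711461). It was 7.64 ± 0.386 in -GFs and 8.23 ± 0.512 in FGF2 co-cultures (SD, n = 3), a change of 0.59 ± 0.261 (SE) that was not called (adjusted p 0.24). Within the replicate sets the change was 1.58, 0.01 and 0.19. TGFBR1 (0.35), TGFBR2 (-0.10), CTGF (-0.37) and SNAI2 (-0.40) were not called. ACTA2 (-0.97, adjusted p 0.566) was not called either. Its other probes changed by -1.14, -1.27 and -1.14, and with the replicate block within each culture type its adjusted p was 0.00192 (range 0.00192 to 0.959 over its alternatives) at the same change, below the fold threshold. POU5F1 changed by -0.10 and SOX2 by 0.45, neither called. Of the early FGF response genes, ETV4 rose by 1.15 (adjusted p 0.193) and was called only under the alternatives without background correction, with the cubic spline and with only the co-culture arrays. DUSP6 (0.01), ETV5 (-0.13) and SPRY4 (0.62) were not called. FGFR2 (-0.81, adjusted p 0.0447) fell short of the fold threshold and was called without FGF2 replicate 3 (-1.10). The reference transcript TBP changed by -0.09. Of the list, WNT3, WNT10A, TIE1, SPRY2, TUBB3, PAX6 and SOX1 were detected on fewer than 3 arrays and not tested, and FGFR3 was below detection in both groups.

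BMP4 vs -GFs in ES/PA6 co-cultures gave 125 called genes, 51 higher and 74 lower, and 1786 genes with an unadjusted p under 0.05. With the replicate number as a block the count was 215, and all 125 were among them. Fitted on the co-culture arrays alone, 10 genes were called. The count fell to 52 without -GFs replicate 2 and was 185 without -GFs replicate 1. The largest rises were in ADIPOQ (ILMN_2738082), CFD (ILMN_2835423), NDP52 (ILMN_2858587, now CALCOCO2), ALDH1A7 (ILMN_1218981) and KRT14 (ILMN_2722616). ADIPOQ, which encodes an adipocyte hormone, went from 8.38 ± 1.40 to 11.83 ± 1.30 (SD, n = 3), a log2 fold change of 3.45 ± 0.658 (SE; adjusted p 0.0214). NDP52 rose by 2.26 ± 0.239 (SE; adjusted p 0.000276), and KRT14 by 2.16 ± 0.367 (adjusted p 0.012). CFD rose by 3.19 (adjusted p 0.0596) and ALDH1A7 by 2.25 (adjusted p 0.069). CFD was not called without -GFs replicate 1, -GFs replicate 3 or BMP4 replicate 2, at 3.15, 2.40 and 2.41, nor with trend and robust or at an adjusted p under 0.05. ALDH1A7 was not called without any of the -GFs arrays (2.07, 2.36 and 2.32) or without BMP4 replicate 1 or 2 (2.49 and 1.59), nor without background correction, with the cubic spline, with no filter on dim probes, with array weights or at an adjusted p under 0.05.

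The largest falls under BMP4 in the co-cultures were in EDNRB (ILMN_2589640), SAA3 (ILMN_2772632), D1ERTD471E (ILMN_2440679, now ILDR2), LOC100046207 (ILMN_2748897) and ZIC1 (ILMN_2491186). EDNRB fell by 4.04 ± 0.701 (SE) on the log2 scale, from 9.66 ± 1.38 to 5.63 ± 0.713 (SD, n = 3; adjusted p 0.0129). SAA3 changed by -3.49 (adjusted p 0.0124), D1ERTD471E by -3.30 (adjusted p 0.0112) and LOC100046207 by -3.28 (adjusted p 0.0326). ZIC1 was not detected on any BMP4 array and was at least 5.24-fold lower there (adjusted p 0.0605). LOC100046207 was not called without -GFs replicate 2 (-3.17) or BMP4 replicate 1 (-3.04). ZIC1 was not called at an adjusted p under 0.05, without -GFs replicate 2 or 3 (adjusted p 0.162 and 0.159) or BMP4 replicate 1, 2 or 3 (0.15, 0.142 and 0.102), with a range of 0.00438 to 0.347 over its alternatives. Of the 10 genes with the largest changes under BMP4 in the co-cultures, only NDP52 was called when the fit held the co-culture arrays alone. The spread of ADIPOQ differed between culture types, with SDs of 1.3 (BMP4) and 1.4 (-GFs) in the co-cultures and 0.162 in -GFs mono-cultures. Its printed SE, from the shared spread, can therefore be too small for the co-cultures.

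In the fixed list, 2 of 41 genes were called for BMP4 in the co-cultures, and 3 adjusted over the list alone. WNT6 rose by 1.93 ± 0.453 (SE; adjusted p 0.0641), with 2.17 and 0.10 at its other 2 probes. Its SD was 1.46 with BMP4 and 0.155 in -GFs co-cultures (n = 3), a difference that the shared spread does not carry. The rise was 0.17, 2.27 and 3.35 in replicate sets 1, 2 and 3, and the call was lost without -GFs replicate 2 or 3 (1.90 and 1.87) or BMP4 replicate 2 or 3 (1.79 and 1.28). It was also lost with only the co-culture arrays (adjusted p 0.355), with array weights (0.114) and at an adjusted p under 0.05, with a range of 0.000157 to 0.355 over its alternatives. TBX3 rose by 1.13 ± 0.213 (adjusted p 0.02), with 0.43 at its second probe. TBX3 fell short of the fold threshold without -GFs replicate 2 (0.94) or BMP4 replicate 1 (0.96). It also fell short without background correction or with the cubic spline (0.91 for each). With only the co-culture arrays it was not called (adjusted p 0.189, range 0.00203 to 0.189 over its alternatives). The mesoderm gene T rose by 1.43 ± 0.432 (adjusted p 0.157), and was called with the replicate block within each culture type (adjusted p 0.00171, with a range of 0.00171 to 0.516 over its alternatives) and without BMP4 replicate 1 (2.07). The neural gene HES5 fell by 1.85 ± 0.73 (adjusted p 0.341) and was called only without -GFs replicate 1 (-2.72). SNAI2 rose by 0.82, and was called without -GFs replicate 2 (1.02) or BMP4 replicate 3 (1.05). WNT4 (0.51), FZD4 (0.09), FZD6 (-0.03), LRP5 (-0.29), LRP6 (-0.04) and CTNNB1 (0.06) were not called, nor were the BMP target genes ID1 (1.01, adjusted p 0.396), ID2 (-0.82), ID3 (0.62) and SMAD6 (0.69). The endothelial genes CDH5, ICAM2, TEK, KDR and VEGFA were not called for either growth factor in the co-cultures. CDH5 (group means of 5.70 to 6.03) and ICAM2 (6.05 to 6.52) lay near the detection limit. Each was detected on at most 2 of the 3 arrays of a co-culture group, so their missing calls say little about endothelial differentiation. TEK also changed under FGF2 in PA6 mono-cultures (-1.71), so it does not report on ES cells alone. VEGFA under FGF2 passed the adjusted p (0.0619) with a log2 fold change of 0.70, below the fold threshold.

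**Figure D2:**
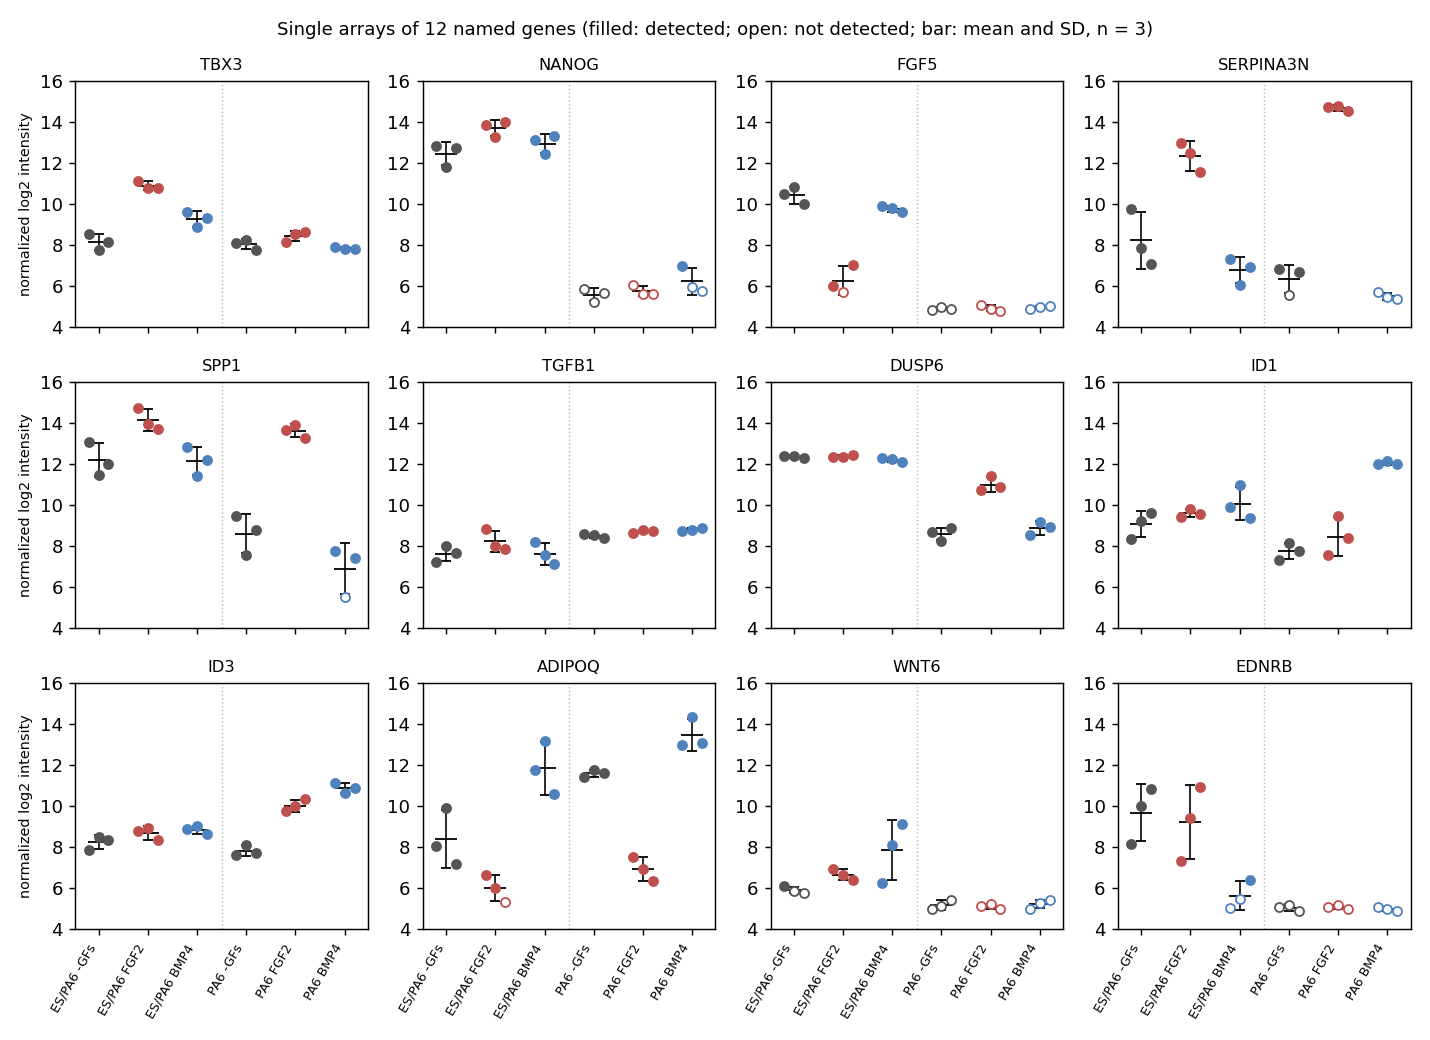
Normalized log2 intensity of 12 named genes on the single arrays of the 6 groups, with filled dots for detected and open dots for undetected arrays, and the mean with its SD (n = 3). FGF5 had a mean of 10.44 in -GFs and 6.27 in FGF2 co-cultures, and ID1 rose from 7.75 to 12.06 with BMP4 in mono-cultures and from 9.06 to 10.08 in co-cultures.

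In the PA6 mono-cultures, where the stromal response is seen without ES cells, 867 genes were called for FGF2 vs -GFs, 446 higher and 421 lower. The largest rises were in SERPINA3N, SERPINA3F (ILMN_2742861), SPP1 (ILMN_2690603), SLPI (ILMN_1256817) and IL33 (ILMN_1259747). SERPINA3N went from 6.38 ± 0.677 to 14.69 ± 0.141 (SD, n = 3), a log2 fold change of 8.31 ± 0.537 (SE; adjusted p 4.3e-08). SPP1 rose by 5.01 ± 0.586 (adjusted p 2.25e-05), SLPI by 4.96 and IL33 by 4.57. SERPINA3F was not detected on any -GFs array and was at least 19.1-fold higher with FGF2 (adjusted p 2.62e-05). Among the largest falls, CIDEC (ILMN_1222679), FMOD (ILMN_2999762) and FAM107A (ILMN_2768972) were not detected on any FGF2 array. They were at least 21.5-fold, 16.8-fold and 13.6-fold lower there, with adjusted p-values of 5.54e-05, 5.54e-09 and 8.01e-09. CFD fell by 4.79 (adjusted p 0.000281), and ADIPOQ fell by 4.65, from 11.59 ± 0.162 to 6.94 ± 0.578 (SD, n = 3; adjusted p 0.000128). These 10 calls held under every alternative that tested the gene and without any 1 array.

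In the fixed list, 10 of 41 genes were called for FGF2 in the mono-cultures, and 11 adjusted over the list alone. Besides SPP1, these were DUSP6 (2.39), ID3 (2.20), CTGF (2.11, now CCN2), SNAI1 (1.60), FGFR2 (-1.26), TEK (-1.71), and ETV5, ACE and SEMA7A, which were below detection in -GFs and at least 3.92-fold, 6.34-fold and 1.56-fold higher. SEMA7A was not called without FGF2 replicate 2 (adjusted p 0.166, with a range of 0.00435 to 0.166 over its alternatives), without background correction or with the cubic spline. TGFBR1 (0.93), TGFBR2 (0.90), VEGFA (0.89), SNAI2 (-0.71), FZD4 (-0.74) and SMAD6 (-0.87) passed the adjusted p but not the fold threshold. The other probes of TGFBR1, TGFBR2, VEGFA and FZD4 changed by 0.73, 1.04, 1.02 and -1.51. TGFBR1 was called without FGF2 replicate 3 (1.04), and TGFBR2 without FGF2 replicate 2 (1.02). TGFB1 changed by 0.22 ± 0.261 (SE; adjusted p 0.695). SMAD6 (-0.87) was called without -GFs replicate 1 (-1.09), ID1 (0.71) without FGF2 replicate 1 (1.16), and ETV4 without FGF2 replicate 1 or 3 (adjusted p 0.0631 and 0.0159, with a range of 0.0159 to 0.364 over its alternatives). ETV4 was undetected in -GFs, detected on 1 of the 3 FGF2 arrays and at least 1.03-fold higher there (adjusted p 0.106).

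BMP4 vs -GFs in PA6 mono-cultures gave 232 called genes, 138 higher and 94 lower. The largest rises were in ID1 (ILMN_2672190), ATOH8 (ILMN_2638548), IRF5 (ILMN_2621752), FMO1 (ILMN_2838308) and HEY1 (ILMN_2690596). ID1 rose by 4.31 ± 0.437 (SE) on the log2 scale from 7.75 ± 0.398 to 12.06 ± 0.0863 (SD, n = 3; adjusted p 8.72e-05), FMO1 by 3.20 and HEY1 by 3.16. ATOH8 and IRF5 were not detected on any -GFs array and were at least 8.75-fold and 6.94-fold higher with BMP4 (adjusted p of 4.08e-07 and 1.9e-08). The largest falls were in ZCCHC5 (ILMN_2441346, now RTL3), DPT (ILMN_2606210), BC064033 (ILMN_2833163), IFI205 (ILMN_2437969) and LOC100047583 (ILMN_2668927), with changes of -2.93, -2.91, -2.55, -2.50 and -2.44. These 10 calls held under every alternative that tested the gene and without any 1 array. In the fixed list 8 of 41 genes were called, and 9 adjusted over the list alone: besides ID1, these were ID3 (3.07), ID2 (1.85), SMAD6 (1.47), SNAI2 (1.39), FGFR3 (1.24), FGFR2 (1.04) and BMP4 itself (-1.02, with 0.00 at its other probe). FGFR3 was not called without -GFs replicate 2 or BMP4 replicate 2 (1.0 and 0.96), and FGFR2 not without -GFs replicate 3 (0.96). BMP4 was not called without -GFs replicate 2 or 3 (-0.89 and -0.80) or BMP4 replicate 1 or 2 (-0.92 for each), nor with only the mono-culture arrays. Without background correction and with the cubic spline, neither FGFR3 nor BMP4 was called. SPP1 fell by 1.70 and was called only without -GFs replicate 2 (-2.22) and in fits with the block.

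The growth factors were also set against each other. FGF2 vs BMP4 in ES/PA6 co-cultures gave 469 called genes, of which 299 were higher with FGF2 and 170 higher with BMP4, with log2 fold changes from -5.83 to 5.57. Without the other culture type in the fit, 286 genes were called. The culture types differed far more than the treatments: in -GFs medium, ES/PA6 vs PA6 gave 6408 called genes, 3194 higher and 3214 lower in the co-cultures. The median of all genes lay at -0.11 on the log2 scale in this comparison, and at -0.10 with median scaling. POU5F1, which marks pluripotent cells, was 13.19 ± 0.173 in the co-cultures and 6.86 ± 0.252 in the mono-cultures (SD, n = 3).

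The overlap of the culture types asks how much of the co-culture response PA6 cells show alone. For FGF2, 105 genes were called in both culture types, 95 with the same sign (48 higher, 47 lower) and 10 with opposite signs, against a hypergeometric mean of 29. They were 19.1% of the genes called in the co-cultures. Without FGF2 replicate 1 of the co-cultures, 69 genes were shared. For BMP4, 21 genes were called in both, all 21 with the same sign, against a mean of 1.76. That count fell to 10 without -GFs replicate 2 of the co-cultures and was 46 with the replicate block, 42 with the same sign and 4 with opposite signs. A call in one culture type only does not show a difference, so the difference itself was tested. The FGF2 effect differed between culture types for 1216 genes, and the BMP4 effect for 92 genes. Of 445 genes called for FGF2 in the co-cultures only, 319 had a called difference, and of 104 such genes for BMP4, 19 did. Across all genes, the FGF2 changes in the 2 culture types correlated with a Pearson's r of 0.175 and a Spearman's rho of 0.0702, and the BMP4 changes with 0.211 and 0.153. These correlations are across genes, which are not independent replicates.

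**Figure D3:**
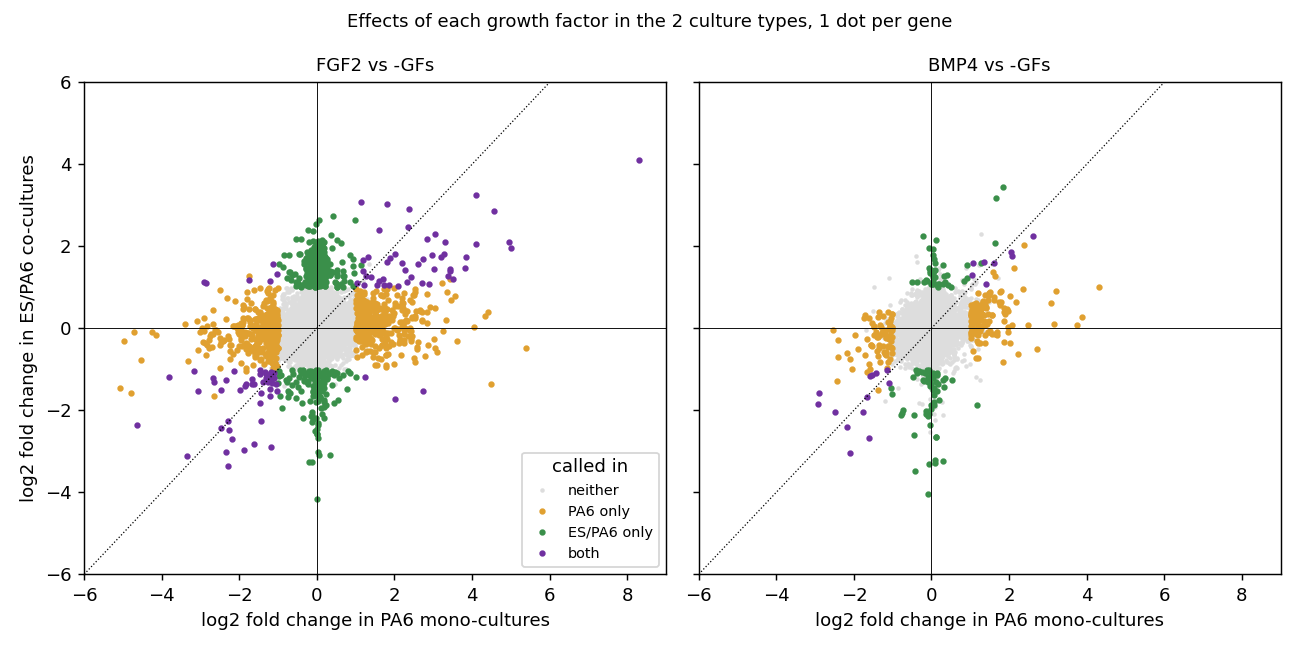
Log2 fold change of each gene in PA6 mono-cultures (horizontal) and ES/PA6 co-cultures (vertical) for FGF2 and BMP4, coloured by where the gene was called, with a dotted line of equal change. For FGF2, 105 genes were called in both culture types, 445 in the co-cultures only and 762 in the mono-cultures only.

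Within a culture type, the FGF2 and BMP4 changes share the -GFs arrays, which pushes their correlation above 0. In the co-cultures Pearson's r across genes was 0.371 and Spearman's rho 0.406. Simulated unchanged groups with shared controls gave a median r of 0.462, from -0.496 to 0.939 over 100 draws. In the mono-cultures r was 0.221 and rho 0.296, and the simulated median r was 0.476, from -0.294 to 0.99. Neither observed value lay outside the simulated range. The simulated arrays were drawn without the pairing by replicate number that the co-culture arrays show. For the co-cultures the range is therefore not that of the real design and decides nothing. Among called genes, 28 were shared by FGF2 and BMP4 in the co-cultures, 26 with the same sign, and 90 in the mono-cultures, 63 with the same sign and 27 with opposite signs. These overlaps share controls as well.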

Values the study reported

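At day 3, the study reported that FGF2 changed the expression of 189 genes in ES/PA6 co-cultures. It reported 38 genes shared by PA6 cells and ES/PA6 co-cultures for FGF2 and 4 genes shared for BMP4 at that time.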

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

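The difference of each growth factor's effect between culture types was tested for all genes, and the results below are those where that test passed both thresholds. The tests of normalization and of masking by ES transcripts were chosen after the values had been seen, and those of splits and of dilution before.

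The FGF2 effect differed between culture types for 1216 genes. In 2 of 100 drawn splits of the 12 arrays as many genes were called, the real split included, a share under 0.05. The other of the 2 called 1280 genes. Both kept the true groups in at least 1 culture type, and splits that mixed the groups in both culture types called at most 2 genes. Splits that keep the true groups in a culture type carry the real effect there, so the share cannot decide about chance. Normalizing the culture types together is argued against: with the culture types normalized apart 1241 genes were called, 1160 of them among the 1216 with the same sign. Dilution of PA6 RNA by ES RNA, which would press dim stromal signals toward the background, is argued against for bright genes, with a limit from their choice. In 86 bright genes that were called for FGF2 in the mono-cultures and were lower in the co-cultures, the co-culture log2 change was 0.185 times the mono-culture change at the median (0.12, 0.31 and 0.192 in the replicate sets), where dilution toward the background alone would leave it near 1. Bright meant a high mean in both the -GFs and the FGF2 co-cultures. Genes that fell far in the FGF2 co-cultures were thereby left out, which can lower this ratio. Masking is another matter: where ES cells express a gene too, their transcript can hide a change in PA6 cells, and 0.185 does not exclude that. The ratio was 0.517 in the 12 genes that were lowest in the co-cultures against the mono-cultures, with 0.316, 0.747 and 0.44 in the sets, 0.0548, 0.216 and 0.0946 in the next classes of 27, 47 and 74 genes, and 0.00305 in 118 genes that were higher in the co-cultures, with no steady fall from class to class. Masking and a weaker response of PA6 cells cannot be told apart from these values, because the 3 sets differ this much in the 12 genes and the parts of ES and PA6 cells in a signal are unknown. Biological explanations stay open and untested: PA6 cells may respond to FGF2 differently beside ES cells, or their -GFs level in the co-cultures may already be shifted by factors that ES cells release.

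Of the named genes, the FGF2 effect (ES/PA6 minus PA6, log2) was lower in the co-cultures for SERPINA3F (-5.85), SERPINA3N (-4.20), FGF5 (-4.18), GRM6 (-3.14), 7420416P09RIK (-3.06), SPP1 (-3.06), SLPI (-2.86), CTGF (-2.48), ETV5 (-2.39), DUSP6 (-2.38), ID3 (-1.75), IL33 (-1.70), ACE (-1.21) and TGFBR2 (-1.0). It was higher there for BTC (1.23), ZFP42 (1.33), AQP3 (1.95), TEK (2.31), TBX3 (2.35), CFD (3.21), CIDEC (3.64), FAM107A (4.62) and FMOD (4.67). Values for genes undetected in a group use its measured level and are no bounds. FGF5 was undetected on all mono-culture arrays, so its difference reflects a gene that PA6 cells did not express detectably. DUSP6 and ETV5 showed the reverse case: in -GFs co-cultures they were at 12.36 and 11.67, and FGF2 left them there (0.01 and -0.13), while in mono-cultures it raised them. FGF signalling already active in -GFs co-cultures may explain that, and it was not tested. DUSP6, ETV5, CTGF and SPP1 were higher in -GFs co-cultures than in mono-cultures, so the value of 0.185, from genes lower there, does not cover them, and ES transcripts may mask their change.

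The BMP4 effect differed between culture types for 92 genes, and for 305 with the replicate block. In 6 of 100 drawn splits as many genes were called, a share not under 0.05. This share cannot decide about chance for this count, because none of the 6 is a draw without the real effect. All 6 kept the true groups in at least 1 culture type and so carry the real BMP4 effect there, which limits this share as it does that of FGF2. 1 of them, with the BMP4 and -GFs labels of the mono-cultures exchanged, turns the difference of the effects into their sum and called 437 genes. Splits that mixed the groups in both culture types called at most 1 gene, against 92 in the real split. With the culture types normalized apart 107 genes were called, 87 of them among the 92 with the same sign. That argues against normalizing the culture types together as the source. Without background correction, and also with the cubic spline, 75 genes were called, and only 48 of them were among the 92. The test of dilution did not decide: in 12 bright genes the co-culture change was 0.405 times the mono-culture change at the median, with 0.346, 0.644 and 0.281 in the sets, so dilution cannot be told apart from a weaker response with so few genes. Among named genes the BMP4 effect was lower in the co-cultures for IRF5 (-3.68), ATOH8 (-3.61), ID1 (-3.29), HEY1 (-3.06), ID2 (-2.67), ID3 (-2.45) and FGFR3 (-1.60), and higher for TBX3 (1.34), NDP52 (2.47) and BC064033 (2.52). As for FGF2, values for genes undetected in a group use its measured level. FGFR3 was undetected on all -GFs and BMP4 co-culture arrays (means of 5.46 and 5.1), so its difference is no measured weaker response. Masking by ES transcripts stays open as well, since only 1 gene lay in the lowest class (ratio 0.528) and the ratio in 34 genes higher in the co-cultures was -0.0435. A biological explanation through the culture type stays open and was not tested.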

How the results depend on the processing

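The block shared by both culture types and normalizing the culture types apart were chosen after seeing the data, and all other alternatives before the data were examined. No named call reversed its sign (0 in every setting). The correlation within a culture type stayed between 0.363 and 0.403 in the co-cultures and between 0.199 and 0.251 in the mono-cultures.

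Counts are given in the order FGF2 co-cultures (550), BMP4 co-cultures (125), FGF2 mono-cultures (867), BMP4 mono-cultures (232), FGF2 vs BMP4 (469) and FGF2 interaction (1216). Without background correction they were 275, 68, 534, 135, 247 and 700, with 56 genes shared for FGF2, and with the cubic spline 275, 69, 533, 135, 249 and 701, again with 56 shared. The uncorrected background adds to both sides of each ratio, which by construction lowers fold changes: of the 275 genes called for FGF2 in the co-cultures without background correction, 272 were among the 550. With detection required on all 18 arrays, fewer genes are tested, and the counts were 125, 30, 459, 113, 122 and 528, with 3668 genes for ES/PA6 vs PA6, 44 for the BMP4 interaction, and 54 and 13 shared for FGF2 and BMP4. With no fold change threshold they were 1489, 280, 3083, 632, 1230 and 2467, with 11712 for ES/PA6 vs PA6, and 396 and 38 shared. Median scaling kept all counts within 1.5 times, as did normalizing the culture types apart, which called 549 genes for FGF2 and 135 for BMP4 in the co-cultures and was not run for ES/PA6 vs PA6. The share of higher calls in the BMP4 interaction was 44.6%, and 33.3% without background correction and with the spline. With detection required on all 18 arrays the share fell from 64% to 47.2% for FGF2 in the co-cultures. It fell from 63.8% to 46.7% for FGF2 vs BMP4, and from 49.8% to 37.5% for ES/PA6 vs PA6. In the FGF2 interaction it fell from 54% to 48.7%. In the BMP4 interaction it rose to 50%, and for BMP4 in the co-cultures from 40.8% to 43.3%.

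The BMP4 results depended on more settings. With only the arrays of the culture type, 10 genes were called for BMP4 in the co-cultures, 286 for FGF2 vs BMP4, and 3 were shared for BMP4. In the mono-cultures the same setting called 877 genes for FGF2 and 226 for BMP4. At an adjusted p under 0.05, 79 genes were called for BMP4 in the co-cultures, 44 in its interaction, and 10 were shared. With no filter on dim probes 11 were shared, and the cause was not tested.

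With the replicate block within each culture type, 215 genes were called for BMP4 in the co-cultures, 305 in the BMP4 interaction, and 46 were shared for BMP4. It moved no other count by over 1.5 times. Of the named genes it added the calls of T for BMP4 in the co-cultures (adjusted p 0.00171), and in the mono-cultures of ACTA2 for FGF2 (-1.18), ETV4 for FGF2 (adjusted p 0.0625, range 0.0159 to 0.364 over its alternatives) and SPP1 for BMP4 (-1.70), and it changed no other named call. The block shared by both culture types gave 145 genes for the BMP4 interaction and 38 shared for BMP4. The chip of each array was not used here, so a fit with the chip as a block was not run.

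Leaving out each array in turn gave 416 to 661 genes for FGF2 in the co-cultures, 52 to 185 for BMP4 in the co-cultures, 800 to 943 and 181 to 237 for FGF2 and BMP4 in the mono-cultures, 375 to 515 for FGF2 vs BMP4, 6286 to 6654 for ES/PA6 vs PA6, 1069 to 1290 for the FGF2 interaction and 42 to 121 for the BMP4 interaction. Shared genes were 69 to 121 for FGF2 and 10 to 25 for BMP4. The correlation was 0.288 to 0.508 in the co-cultures and 0.195 to 0.28 in the mono-cultures. The lowest counts for BMP4 in the co-cultures (52), its interaction (42) and its shared genes (10) all came without -GFs replicate 2 of the co-cultures, and the lowest for genes shared by FGF2 (69) without FGF2 replicate 1.

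Of 65 called values among the 202 named ones, 5 were lost without background correction and with the cubic spline, 13 with only the arrays of the culture type, 6 at an adjusted p under 0.05, 3 with no filter, 3 with trend and robust, 2 with array weights, 1 with detection on at least 1 array, and 0 with median scaling, with the culture types normalized apart or with either block. Genes near the background, such as SEMA7A and FGFR3, were among those lost without background correction.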

Other observations

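Of the tests below, those of TGFB1, of a slower course of differentiation and of shared -GFs arrays for adipocyte genes were chosen after the values they measure had been seen. The patterns themselves came from a first look at the data, and the gene lists were written after it, so lists that hold genes already seen to move are no independent evidence. Medians over the members not looked at before are given where they decide a test. For 2 explanations, a slower course of differentiation under FGF2 and an earlier stage in set 1, the value met the criterion first written. A stricter requirement was added after the values had been seen, and both are therefore left open.

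The count of genes called for FGF2 in the co-cultures was 550. That is higher than the value quoted from the study above. It was 275 with the cubic spline, still higher, and 125 with detection required on all 18 arrays, which is lower. The spline used here was written after the study's methods and need not equal that of the scanner software. The count of genes shared by the culture types for FGF2 was 105. That is higher than the value quoted from the study above. For BMP4 the shared count was 21. That is higher than the value quoted from the study above. With only the arrays of the culture type it was 3, which is lower.

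With 3 arrays against 3 there are 10 splits, so no comparison can reach a share under 0.1, and chance cannot be excluded by splits alone. In each of the 6 comparisons between 2 groups, the real split was the only 1 of the 10 with as many calls. The next highest counts were 174 for FGF2 and 7 for BMP4 in the co-cultures, 1 and 2 in the mono-cultures, 10 for FGF2 vs BMP4 and 0 for ES/PA6 vs PA6. In the co-cultures, where the numbers pair the arrays, the other splits that part all pairs (3 of 4 in each comparison) called 0 genes. The split with 174 genes leaves at least 1 pair on the same side and so can carry differences between the replicate sets.

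Naive and primed pluripotency transcripts moved apart under FGF2 in the co-cultures. The median log2 fold change was 1.39 over 10 naive genes (8 higher, 7 called higher) and -2.36 over 8 primed genes (all 8 lower, 7 called lower). The camera test gave adjusted p-values of 7.14e-11 and 3.65e-21, and both calls hold under fry (2.45e-05 and 1.73e-09). Of the naive genes, TBX3 (2.75), TCFCP2L1 (2.38), KLF4 (1.80), ESRRB (1.58) and KLF5 (1.52) rose, while DPPA3 (-0.03) and GBX2 (-0.09) did not. PA6 cells alone also expressed TBX3, KLF4 and KLF2 (means of 8.05, 10.15 and 10.9 in -GFs mono-cultures). The co-culture changes of these genes cannot be assigned to ES cells alone. Of the primed genes, FGF5 (-4.17), POU3F1 (-3.01), LEF1 (-2.57), OTX2 (-2.51) and DNMT3B (-2.20) fell. The study had itself picked TBX3 and NANOG from these samples. A higher share of ES cells under FGF2 would raise every ES transcript, but the median of the 6 primed genes not looked at before was -1.99 as the mean of 3 replicate sets, with an SD of 0.19. Genes dominated by ES cells moved by 0.13 and those dominated by PA6 cells by -0.06 at the median. Normalization is argued against too: under median scaling the naive and primed medians lay 3.73 apart, and 3.23 apart without background correction. A slower course of differentiation stays open. Early neural genes had a mean of set medians of -0.38, which met the written criterion of a fall. The added requirement was a camera adjusted p under 0.1. Only 5 genes were tested. DLL1 fell (-1.83, called), NES and ZIC1 changed by -0.58 and -0.37, and HES5 and RFX4 by 0.03 and 0.01. The median of the 2 not looked at before, DLL1 and NES, was -1.20, and the camera test gave an adjusted p of 0.13 (0.0967 with the replicate block). A LIF-type signal through STAT3 stays open as well. The list of 13 STAT3 response genes rose (median 0.57, camera adjusted p 0.000223, fry 0.00183), led by SERPINA3N (4.11) and SOCS3 (2.17). The 6 members not looked at before had a mean of set medians of 0.18 with an SD of 0.221, which does not decide. As a hypothesis found on these data, FGF2 at day 3 may hold ES cells of the co-culture nearer the naive state, perhaps through cytokines released by PA6 cells, since STAT3 response genes rose in the mono-cultures under FGF2 (median 1.88, camera adjusted p 2.16e-11). Over the 6 members not looked at before that median was 0.58.

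BMP4 moved the same lists in the co-cultures by less: the naive median was 0.68 and the primed median -0.64 (camera adjusted p 2.05e-05 and 5.13e-08, fry 0.019 and 0.000746). Of the naive genes, only TBX3 (1.13) was called higher, and GBX2 (-1.76) was called lower. No primed gene was called. In contrast with FGF2, all 5 early neural genes fell under BMP4 (median -1.85, camera adjusted p 3.01e-07, fry 0.00803). In the mono-cultures most of these genes were undetected: on neither FGF2 nor -GFs arrays were 5 of 10 naive, 6 of 8 primed and 4 of 5 early neural genes detected, so their medians there are not given. Among naive genes expressed there, KLF2 and KLF4 changed by -0.89 and -0.86 under FGF2 (limma adjusted p 0.0012 and 0.0237), below the fold threshold. TBX3 changed by 0.41 (limma adjusted p 0.252).

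TGFB1 was not called for FGF2 in the co-cultures. The 3 replicate sets changed by 1.58, 0.01 and 0.19, and with the replicate block the adjusted p was 0.177. Differences between replicate sets that hide a change cannot be told apart from no change, because 3 sets that differ this much leave the value open.

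Replicate set 1 of the co-cultures differed from sets 2 and 3. HES5 was at 5.81 in the -GFs array of set 1 and at 8.25 and 8.58 in the others, and ZIC1 at 6.52 against 8.29 and 10.23. Over 5 early neural genes the median difference of set 1 from the others was -2.47 in -GFs and -2.32 in FGF2 medium. In BMP4 medium it was -0.12, with HES5 at 6.22 against 5.55 and 5.34 and ZIC1 undetected. Under BMP4, WNT6 rose by 0.17 in set 1 and by 2.27 and 3.35 in the others. A lower share of ES cells in set 1 is argued against as the cause of the low neural transcripts: it would lower ES transcripts alike, but 767 genes dominated by ES cells were higher in set 1, by 0.19, 0.08 and 0.15 at the median in -GFs, FGF2 and BMP4 medium. The 248 genes dominated by PA6 cells differed by -0.03, 0.13 and -0.02, 0.03 on average. A slightly higher share of ES cells in set 1 is not excluded. A BMP4 array of set 1 from an untreated culture is argued against as well, since the 138 genes that BMP4 raised in mono-cultures rose by 0.28 in set 1 at the median, against 0.46 and 0.19 in sets 2 and 3, and ADIPOQ rose by 3.70 in set 1. An earlier stage of differentiation in set 1 is a candidate explanation. The early neural genes not looked at before lay 1.30 lower there (-1.30 as the mean of -GFs and FGF2, and -0.56 in BMP4 medium), which met the written criterion. The 10 naive genes were higher in set 1 by 0.37, 0.19 and 0.13 in -GFs, FGF2 and BMP4 medium, which goes the same way, though the genes dominated by ES cells were higher by 0.19, 0.08 and 0.15 as well. The requirement of more than 2 genes was added afterwards, and with only 2 genes the stage still cannot be told apart from other differences between the sets.

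Adipocyte transcripts moved in opposite directions in the mono-cultures. The median of 11 genes was -0.97 under FGF2 (all 11 lower, camera adjusted p 4.66e-05, fry 0.00653) and 1.26 under BMP4 (all 11 higher, camera adjusted p 3.34e-10, fry 0.00676). Over the 4 members not looked at before the medians were -0.30 and 0.89. Without PLIN, undetected in both groups under FGF2, and with undetected genes at their bound, the FGF2 median was -1.09. Chance values of the shared -GFs arrays would give both changes the same sign, but all 11 genes had opposite signs, the 4 not looked at before among them. A single aberrant -GFs array is argued against, since the smaller median was still 0.88 in size without any 1 of them. In the co-cultures the list rose under BMP4 (median 0.97, camera adjusted p 6.9e-09, fry 0.0181), while under FGF2 its median of -0.20 did not pass (camera adjusted p 0.13, fry 0.462; camera 0.0392 with the replicate block, fry 0.195). As a hypothesis, BMP4 may push PA6 cells toward adipocytes and FGF2 may hold them back in serum-free medium.

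Sterol synthesis genes rose under FGF2 in the mono-cultures, with a median of 2.15 over 17 genes (16 called, camera adjusted p 3.01e-28, fry 1.73e-09), 1.95 with undetected genes at their bound and 1.16 over the 3 members not looked at before. In the co-cultures the median was -0.26 (camera adjusted p 0.00475, fry 0.0848). Under BMP4 it was 0.35 in the mono-cultures (camera adjusted p 2.24e-05, fry 0.019) and 0.02 in the co-cultures (camera adjusted p 0.878). The STAT3 response list under BMP4 had medians of -0.18 in the co-cultures (camera adjusted p 0.0417, fry 0.251, and 0.00817 for fry with the replicate block) and 0.06 in the mono-cultures. None of these medians changed sign without background correction, with the cubic spline or with median scaling. No explanation was tested for the sterol genes.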
